A study of Arabidopsis thaliana with 36 samples.

How the data were processed

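The samples were chloroplast preparations of Arabidopsis thaliana, in which DNA bound by a protein was recovered with chromatin immunoprecipitation after crosslinking with formaldehyde (ptChIP) and sequenced beside unselected DNA of the same kind of preparation (input). Leaf libraries came from 14-day-old Col-0 plants, collected either 2 h into the light (Day) or after 24 h of darkness (Night). Seedling libraries came from 4-day-old plants of the reference line Col0 and of the lines sig2-2, chl27 and chlm. Each of the 12 combinations of plant group and library kind had 3 replicates, which gave 12 leaf and 24 seedling libraries. The immunoprecipitated protein in the leaf libraries was RpoB, per the labels. The labels of the seedling libraries name no antibody, and their genotype entry reads wild type for every line, so lines were taken from the titles and the cell line entries, one of which spells sig2-2 with the hyphen misplaced.

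The deposited values were the coverage of the plastid genome at each of 154477 positions, as whole numbers, with 1 column per library in 1 leaf table and 1 seedling table. Per the file headers, positions in the leaf table follow TAIR10, and the header of the seedling table names no build. The aligner, the read length, the filters, the handling of duplicate reads and the placement of reads that match both copies of the inverted repeat were not stated per the labels or headers. The values held no scaling to library size: library totals differed, no value was negative and every value was whole. Because neighbouring positions share reads, coverage is not a count of independent reads. No count model was therefore run. The number of reads behind a value is unknown, so no counting interval is given, and the spread between replicates is the only error estimate. Replicates of a group were compared over 1 kb bins: the SD of the log2 ratio between pairs of replicates ran from 0.08 to 0.45 among ChIP libraries and from 0.04 to 0.14 among inputs, and no pair was identical.

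Gene positions came from the RefSeq gene table of assembly TAIR10.1, whose plastid part holds 129 entries. Whether its coordinates apply to the coverage tables was checked on the data: the annotated gene pairs of the inverted repeat are mirrored about a sum of positions of 238649, and the sum at which coverage mirrored itself was the same in each library, with a largest difference of 0 bp. After 1 repeated span was removed and 15 genes with a copy in each repeat were merged, 113 genes remained, of which 79 were protein-coding, 30 were tRNA genes and 4 were rRNA genes. Coverage of a merged gene is the mean over both copies, and their reads cannot be assigned to a copy. The table lists a 114 bp span for rps12, and values for this gene cover that span only. Strand was not used, so 10 genes that overlap another share coverage with it. Genes with the same symbol are given with their locus tag.

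For each library, mean coverage over a gene was divided by the coverage total of the plastid genome, scaled to a common total and expressed per kb, 1 was added and log2 was taken. A log2 ChIP to input value of 0 is therefore the average of the plastid genome, and the values of different genes in a library are not independent, because a gene that takes more coverage lowers the share of the others. The log2 changes are on the log2(value + 1) scale, which in principle understates changes of low genes. Pseudocounts of 0.1 and 10 in place of 1 left the direction and call of all 94 values of named genes the same. Comparisons were made with limma 3.58.1 in R 4.3.3 (lmFit with group means, eBayes with a trend of variance on the mean). All libraries of a table shared 1 estimate of the spread, the tables were never fitted together, and Benjamini-Hochberg adjustment ran over the 113 genes with a threshold of 0.05. Tables were prepared with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. The comparisons were ChIP against input within each plant group, the change in enrichment between groups (ChIP minus input in a group, minus the same in its reference), and input against input. Enrichment of a single replicate is its log2 ChIP value minus the mean log2 value of the inputs of its group.

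The comparisons, the gene lists, the alternatives and the rule for the genes to be named were fixed before the data were examined. The rule took the 3 highest and 3 lowest genes past the threshold in each comparison, and added rbcL, psbA, psaA, rpoB, rrn16S and a list of 6 genes known to depend on the sigma factor SIG2. A list of 21 photosystem genes with rbcL and a list of 7 genes known to be transcribed mainly by the nucleus-encoded polymerase (NEP list: accD, clpP, rpoB, rpoC1, rpoC2, ycf1, ycf2) were compared by an exact permutation test of the difference of their medians per library. The SIG2 list was also tested as a set with fry of limma. The p of fry shifts slightly with the order of the groups in the model, so the groups were kept in alphabetical order.

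The fit was tested on simulated data built from the fitted spread, with 20 of 113 genes changed. A log2 change of 1 was recovered for 99.2% of changed genes in the leaf layout and 99.8% in the seedling layout, and a change of 0.5 for 45.5% and 92.0%, with a mean of at most 1 false call per data set. With no gene changed, the mean number of false calls was 0.1 in the leaf layout and 0 in the seedling layout. The simulated noise was independent between genes and of the same size in ChIP and input libraries. In the real libraries the SD between replicates reached 0.45 in ChIP against 0.14 in inputs, and genes of a library are not independent. The simulated rates therefore need not hold for the real data.

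The alternatives were other scalings (each library centred on its median gene, or scaled to its total outside the inverted repeats and the rRNA operon), pseudocounts of 0.1 and 10, a filter keeping the upper 75% of genes by mean signal, genes of at least 300 bp, genes outside the inverted repeats, 1 kb bins in place of genes, fits limited to the libraries of the groups compared, a variance prior without trend, the replicate number as a block, and leaving out each replicate number in turn. Nuclear and mitochondrial DNA, RNA levels and sequence composition were not analysed here.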

Results

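The data describe where a plastid protein was bound along the chloroplast genome of Arabidopsis thaliana. RpoB is a core subunit of the plastid-encoded RNA polymerase, which transcribes most chloroplast genes beside a second, nucleus-encoded polymerase. In leaf chloroplasts, RpoB was immunoprecipitated from Day and Night plants of the Col-0 reference strain. In seedlings, the same kind of library was made from Col0 and from 3 lines, sig2-2, chl27 and chlm. The sig2-2 line is affected in SIG2, a nucleus-encoded sigma factor that directs the plastid-encoded polymerase to promoters. The chl27 and chlm lines are affected in enzymes of chlorophyll synthesis. These are nuclear genes and lie outside the plastid tables, so the lines could not be checked on their own genes.

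Mean coverage per position was between 425 and 1039 reads in the Day ChIP libraries and between 102 and 480 in the Night ChIP libraries, 2 of which were the shallowest of the 36. Leaf inputs ranged from 1017 to 1395 and seedling libraries from 1132 to 3165. The inputs were nearly flat along the genome, whereas in ChIP libraries a large share of the coverage fell in the rRNA operon. This operon runs from rrn16S to rrn4.5S at positions 101012 to 107701 of the plastid sequence and has a mirrored copy. It took 38.8% ± 5.98 (SD, n = 3) of coverage in Day ChIP libraries, 17.8% ± 2.23 in Night ChIP libraries, and 10.9% ± 0.436 and 10.3% ± 0.334 in the respective inputs. In seedlings it took 26.5% ± 1.91 in Col0, 16.5% ± 1.10 in sig2-2, 20.7% ± 1.69 in chl27 and 25% ± 3.58 in chlm ChIP libraries, against 6.86% to 7.75% on average in the inputs.

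Enrichment over input was measured first, since it locates the immunoprecipitated protein against the DNA content of the same plants. In Day leaves, 105 of 113 genes differed between ChIP and input, 38 higher and 67 lower, with a median log2 change of −0.85 over all genes. This median depends on the scaling. With each library centred on its median gene, the split was 53 higher and 51 lower, but centring makes it nearly even by construction. With scaling to coverage outside the inverted repeats and the rRNA operon, the split was 46 higher and 59 lower, and the median shifted by 0.39. Restricting the test to the 62 genes of at least 300 bp moved the count most, to 58. The highest values were those of 3 tRNA genes outside the inverted repeat. They were trnT (ArthCt098, positions 31369 to 31440) at 2.31 ± 0.31 (log2, SD, n = 3), trnE (ArthCt097, 30466 to 30538) at 2.19 ± 0.02 and trnQ (ArthCt090, 6616 to 6687) at 2.09 ± 0.08. The lowest were rps7 (ArthCp069, 97478 to 97945, shared between 2 copies) at −3.27 ± 0.04, rps12 (ArthCp047, 69611 to 69724) at −3.17 ± 0.33 and rpoB (ArthCp014, 23111 to 26329) at −3.14 ± 0.18. The largest adjusted p among these 6 genes, from limma, was 1.06e-16. psbA (ArthCp002, 383 to 1444) was at 1.76 ± 0.16, rrn16S (ArthCr086, shared between 2 copies) at 1.82 ± 0.26, rbcL (ArthCp030, 54958 to 56397) at 0.28 ± 0.12 and psaA (ArthCp022, 39605 to 41857) at −0.59 ± 0.33. As a group, 29 of the 30 tRNA genes and all 4 rRNA genes were higher in ChIP than in input, with medians of 1.49 and 1.83.

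In Night leaves, 100 of 113 genes differed from input, 40 higher and 60 lower (51 and 47 with each library centred on its median gene). trnT was again the highest, at 3.25 ± 0.32, followed by trnQ at 2.65 ± 0.34 and trnG (ArthCt116, 36490 to 36560) at 2.37 ± 0.19. The lowest were rps3 (ArthCp061, 82826 to 83482, overlapping rpl22) at −1.39 ± 0.35, rps7 at −1.39 ± 0.46 and rpoC2 (ArthCp012, 15938 to 20068) at −1.36 ± 0.35. Across genes, the Day and Night profiles had a Pearson r of 0.910 and a Spearman rho of 0.928, as a description, since genes are not independent replicates. The Night profile was the narrower: the SD across genes was 1.58 by Day and 1.05 by Night.

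The change in enrichment from Day to Night tests whether binding differs with light. It passed the threshold for 80 genes, 66 higher and 14 lower at Night, with a median of 0.53. Because the scaling sets the position of 0, the split moved to 35 higher and 37 lower with each library centred on its median gene, a shift of the median by −0.55, and to 41 and 30 with scaling to coverage outside the inverted repeats and the rRNA operon, a shift by −0.44. The largest rises were in ndhH (ArthCp080, 122011 to 123192), by 2.17 ± 0.18 (SE, adjusted p 2.22e-11), rps12 by 2.15 ± 0.21 (adjusted p 5.37e-10) and rps7 by 1.88 ± 0.22 (adjusted p 1.36e-08). ndhH went from −1.51 ± 0.16 (SD, n = 3) relative to input in Day to 0.66 ± 0.36 at Night. The largest falls were in the inverted repeat and concern both copies: trnR (ArthCt127, 108302 to 108375) changed by −1.16 ± 0.17 (SE, adjusted p 3.17e-07), trnI (ArthCt107, 102801 to 103601) by −1.15 ± 0.16 (adjusted p 2.36e-07) and rrn16S (101012 to 102502) by −1.13 ± 0.17 (adjusted p 4.57e-07). The 4 rRNA genes fell under each scaling, with medians of −0.95, −1.50 when centred and −1.39 with the scaling outside the repeats. The change of psbA was −0.49 ± 0.15 (SE, adjusted p 0.00329), but without replicate 1 it was −0.41 with an adjusted p of 0.0747. That of rbcL was 0.35 ± 0.14 (adjusted p 0.0328), with a reversed sign under either other scaling and adjusted p of 0.135 and 0.0553 without replicates 2 and 3. psaA changed by −0.11 ± 0.18 (adjusted p 0.593), by −0.66 when centred (adjusted p 0.00238) and by −0.55 with the scaling outside the repeats (adjusted p 0.0151). Without replicate 2 its sign reversed, at 0.018. The Day and Night inputs did not differ past the threshold for any gene (0 of 113, with 1 at an unadjusted p under 0.05); fitted without the ChIP libraries, the inputs differed for 15 genes, all lower at Night.

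**Figure D1:**
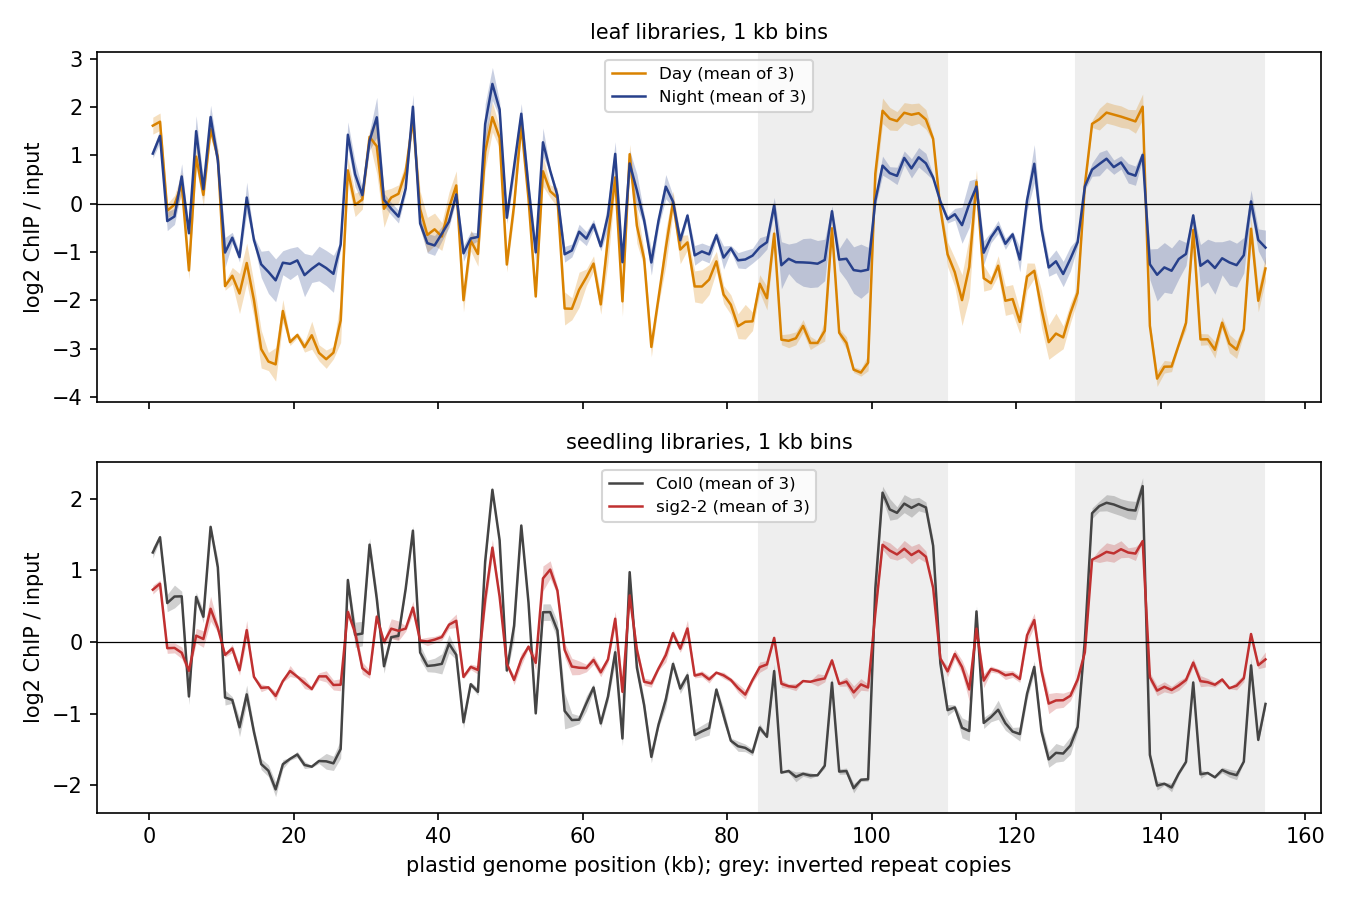
Log2 ratio of ChIP to input coverage in 1 kb bins along the plastid genome (x axis, kb), for Day and Night leaves (top) and Col0 and sig2-2 seedlings (bottom), as means of 3 replicates with bands of ± 1 SD and grey for the inverted repeats. Night and sig2-2 span a narrower range than their references and are lower in the rRNA operon.

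The photosystem and rbcL list was set against the NEP list within each library, which does not depend on the scaling. The difference of the list medians was 2.15 ± 0.23 (log2, SD, n = 3) in Day ChIP libraries and 0.04 ± 0.02 in Day inputs. At Night it was 0.88 ± 0.30 in ChIP and 0.03 ± 0.03 in input. In seedling ChIP libraries it was 1.33 ± 0.11 in Col0, 0.47 ± 0.05 in sig2-2, 0.74 ± 0.22 in chl27 and 1.04 ± 0.13 in chlm, while the means in the inputs lay between −0.06 and −0.01. Every ChIP library lay above every input library of its group. The exact two-sided permutation p was 0.1 in each of the 6 tests, the smallest that 3 against 3 libraries can give, so no test could reach 0.05. Between groups, the ChIP difference over input was 1.26 lower at Night than by Day, 0.89 lower in sig2-2, 0.64 lower in chl27 and 0.34 lower in chlm than in Col0, without overlap of the replicates. The exact permutation p was again 0.1 in each of these 4 comparisons. The position of each list against input depends on the scaling. By Day the median enrichment of the NEP list was −2.64, −1.70 when centred and −2.26 with the scaling outside the repeats, and that of the photosystem and rbcL list was −0.41, 0.53 and −0.027, so that its sign changed when centred.

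In seedlings, 104 genes differed between ChIP and input in Col0 (41 higher and 63 lower), 94 in sig2-2 (36 and 58), 101 in chl27 (40 and 61) and 103 in chlm (39 and 64). With each library centred on its median gene these splits were 55 and 53, 46 and 44, 53 and 52, and 55 and 51. In Col0 the highest were trnE at 2.67 ± 0.07 (log2, SD, n = 3), trnM (ArthCt104, 52056 to 52128) at 2.13 ± 0.05 and trnG (ArthCt116) at 2.12 ± 0.04, and the lowest were rps7 at −1.97 ± 0.05, ndhB (ArthCp068, 94941 to 97164, shared between 2 copies) at −1.83 ± 0.03 and rpoC2 at −1.80 ± 0.06. trnE was also the highest in chl27, at 2.37 ± 0.08, and in chlm, at 2.67 ± 0.17. trnM at 1.79 ± 0.14 and trnL (Arthct122, 114270 to 114349) at 1.79 ± 0.14 followed in chl27, and trnL (Arthct122) at 2.33 ± 0.14 and trnQ at 2.19 in chlm. rps7 was the lowest in both, at −1.23 ± 0.37 in chl27 and −1.91 ± 0.33 in chlm. The next lowest were ndhB, at −1.19 ± 0.30 and −1.77 ± 0.28, then ycf2 (ArthCp066, shared between 2 copies) at −1.15 in chl27 and rpoC2 at −1.77 ± 0.25 in chlm. In sig2-2 the order was another: the highest were trnP (ArthCt106, 66490 to 66563) at 1.64 ± 0.18, trnL (Arthct122) at 1.51 ± 0.16 and rrn16S at 1.30 ± 0.08, and the lowest were ycf1 (Arthcp087, 123884 to 129244) at −0.72 ± 0.09, rps3 at −0.69 and rpl16 (ArthCp060, 81189 to 82652) at −0.67. The Col0 seedling and Day leaf profiles, which come from separately made tables, had a Pearson r of 0.977 and a Spearman rho of 0.977 across genes.

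The change in enrichment of sig2-2 against Col0 addresses where binding depends on SIG2. It passed the threshold for 98 of 113 genes, 60 higher and 38 lower, with a median of 0.36. With each library centred on its median gene the split was 50 and 50, a shift of the median by −0.34. The largest falls were in trnE, by −2.75 ± 0.12 (SE, adjusted p 2.36e-23), trnY (ArthCt096, 30323 to 30406) by −2.15 ± 0.10 (adjusted p 5.10e-22) and trnV (ArthCt103, 51199 to 51871, a span longer than the mature tRNA) by −1.91 ± 0.12 (adjusted p 5.08e-18). The largest rises were in rps7, by 1.35 ± 0.17 (adjusted p 7.12e-09), ndhB by 1.23 ± 0.15 (adjusted p 5.69e-09) and rpoC2 by 1.21 ± 0.16 (adjusted p 1.03e-08), which were the 3 genes lowest in Col0 and came closer to 0 in sig2-2. Of the tRNA genes 28 of 30 fell, with a median of −0.70 (−1.04 when centred and −0.80 with the scaling outside the repeats). rrn16S changed by −0.68 ± 0.12 (adjusted p 3.82e-06) and psbA by −0.66 ± 0.10 (adjusted p 2.43e-07). rbcL rose by 0.59 ± 0.11 (adjusted p 3.26e-06), from 0.42 ± 0.11 (SD, n = 3) in Col0 to 1.00 ± 0.13 in sig2-2. Centred on the median gene, its change was 0.25 with an adjusted p of 0.0957.

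The 6 genes fixed in advance as SIG2-dependent were trnD, trnE, trnY, trnV (ArthCt103), trnM and psaJ. In sig2-2 their median change was −1.63, and 5 of 6 were lower both adjusted over the list alone and adjusted over all genes tested. Beside the 3 genes above, trnD (ArthCt095, 29801 to 29874) changed by −1.16 ± 0.10 (SE, adjusted p 3.00e-13) and trnM by −1.34 ± 0.12 (adjusted p 4.17e-13). The 5 lower genes lie in 2 stretches: trnD, trnY and trnE at 29801 to 30538, and trnV (ArthCt103) and trnM at 51199 to 52128. Neighbouring positions share reads, so these are not 5 independent sites. The exception to the fall was psaJ (ArthCp042, 66929 to 67063) at 0.10 ± 0.11 (adjusted p 0.388), whose enrichment was near 0 in each line. The sign of psaJ reversed when libraries were centred, to −0.24 with an adjusted p of 0.0413. With libraries scaled to the plastid total, trnD, trnE, trnY and trnV (ArthCt103) were near or below input in sig2-2: trnE stood at −0.07 ± 0.07 (SD, n = 3), trnY at −0.26 ± 0.07, trnD at −0.22 ± 0.03 and trnV at −0.28 ± 0.09. The side of input on which they lay depends on the scaling: the median of the list against input in sig2-2 was −0.14, 0.049 when centred and −0.035 with the scaling outside the repeats. trnM was at 0.78 ± 0.20. The fry set test gave an adjusted p of 2.33e-13 for a fall of the list in sig2-2. In chl27 the median change of the list was −0.18, with 2 of 6 genes lower and an adjusted fry p of 0.0322. The 2 genes were trnE and trnM, and neither passed the threshold without replicate 2 (adjusted p 0.209 for both) or without replicate 3 (adjusted p 0.0936 and 0.128). The fry test asks whether the list changed, not whether it changed more than other genes. In chl27 the 30 tRNA genes, which include 5 of the list, had a median change of −0.23, and the rRNA genes −0.48. The fall in chl27 was thus not particular to the list. In chlm the median change was 0.05, with 0 of 6 genes lower and an adjusted fry p of 0.559.

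**Figure D2:**
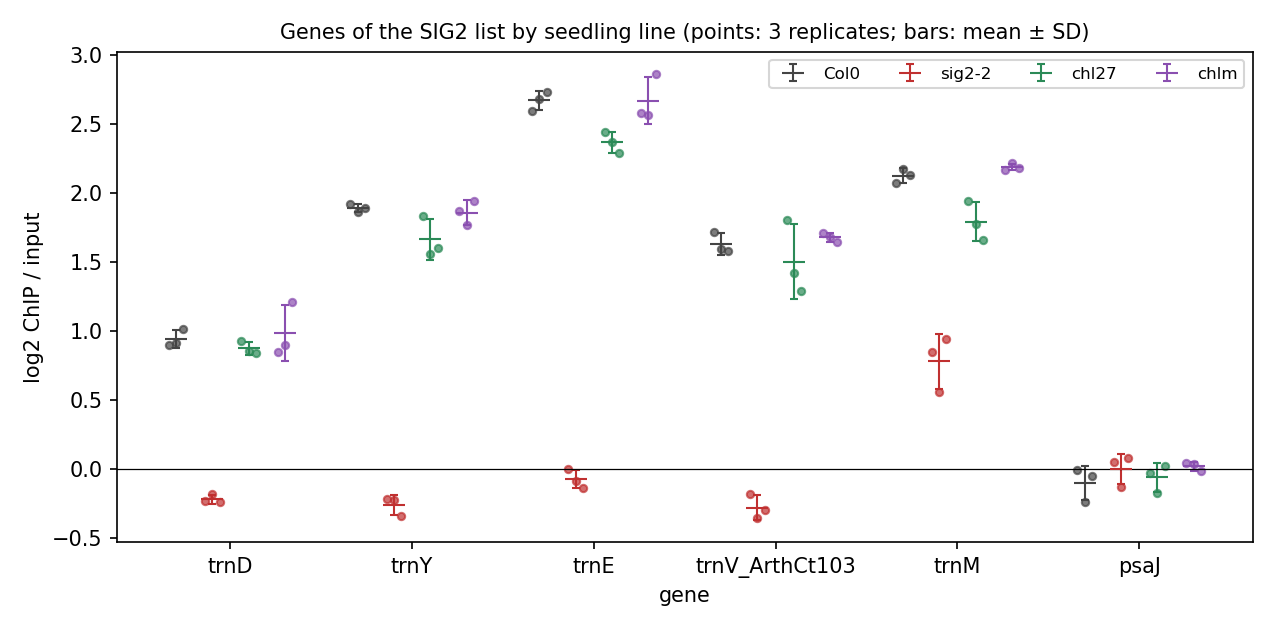
Enrichment (y axis, log2 ChIP over input) of the 6 genes of the SIG2 list (x axis) in the 4 seedling lines, with points for 3 replicates, marks for their means and bars of ± 1 SD. With libraries scaled to the plastid total, 4 genes lie at or below 0 in each sig2-2 replicate, trnM lies between 0.56 and 0.94, and psaJ overlaps with the other lines.

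The comparison of chl27 with Col0 passed the threshold for 61 genes, 46 higher and 15 lower, with a median of 0.16. The split was 35 and 28 when centred and 35 and 25 with the scaling outside the repeats. The count depended on single replicates: it was 71 without replicate 1, 0 without replicate 2 and 34 without replicate 3. The 3 largest rises were in the genes that were lowest in Col0: rps7 by 0.73 ± 0.17 (SE, adjusted p 0.00202), rpoC2 by 0.67 ± 0.16 (adjusted p 0.00202) and ndhB by 0.63 ± 0.15 (adjusted p 0.00202). The 3 largest falls were in the repeat, with rrn23S at −0.50 ± 0.12 (adjusted p 0.00206), trnA (ArthCt108) at −0.49 ± 0.12 (adjusted p 0.00202) and the rRNA gene ArthCr091 at −0.49 ± 0.12 (adjusted p 0.00206). Without replicate 2 none of these 6 genes passed the threshold, with adjusted p of 0.0988 for each. rbcL changed by 0.04 ± 0.11 (adjusted p 0.786). In chlm, 0 genes differed from Col0, with 8 at an unadjusted p under 0.05, and changes lay between −0.36 and 0.25. The lowest value was that of psaA, at −0.36 ± 0.11 (adjusted p 0.183). It passed the threshold with an adjusted p of 0.0116 when libraries were centred, 0.0275 with the scaling outside the repeats and 0.0169 among genes of at least 300 bp. The inputs of sig2-2, chl27 and chlm differed from the Col0 inputs for 0 genes each, with 0 at an unadjusted p under 0.05. These fits share their spread with the ChIP libraries. Fitted without the ChIP libraries, the inputs of each line differed from those of Col0 for some genes, with counts given below.

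Across genes, enrichment in Col0 had a Pearson r of 0.843 with sig2-2, 0.995 with chl27 and 0.995 with chlm, and a Spearman rho of 0.881, 0.994 and 0.993. The slope of the line on Col0 was 0.39 in sig2-2, 0.75 in chl27 and 0.97 in chlm. The changes of sig2-2 and chl27 against Col0 had a Pearson r of 0.860 and a Spearman rho of 0.923, those of chl27 and chlm 0.455 and 0.473, and those of sig2-2 and chlm 0.184 and 0.291. These 3 changes share the Col0 libraries. In 1000 simulated draws of unchanged lines against the same controls the median Pearson r was 0.521, with 95% of draws between −0.36 and 0.93, and 9.70% of draws reached the value of sig2-2 and chl27. None of the 3 correlations lay above the range of these draws. The draws held no change in the lines, whereas 98 genes changed in sig2-2 and 61 in chl27. They therefore cannot decide how much of these correlations comes from the shared controls. The changes also ran against enrichment in Col0, with correlations of −0.93 in sig2-2, −0.95 in chl27 and −0.30 in chlm. These values share the Col0 libraries too. Genes are not independent replicates in any of these correlations.

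**Figure D3:**
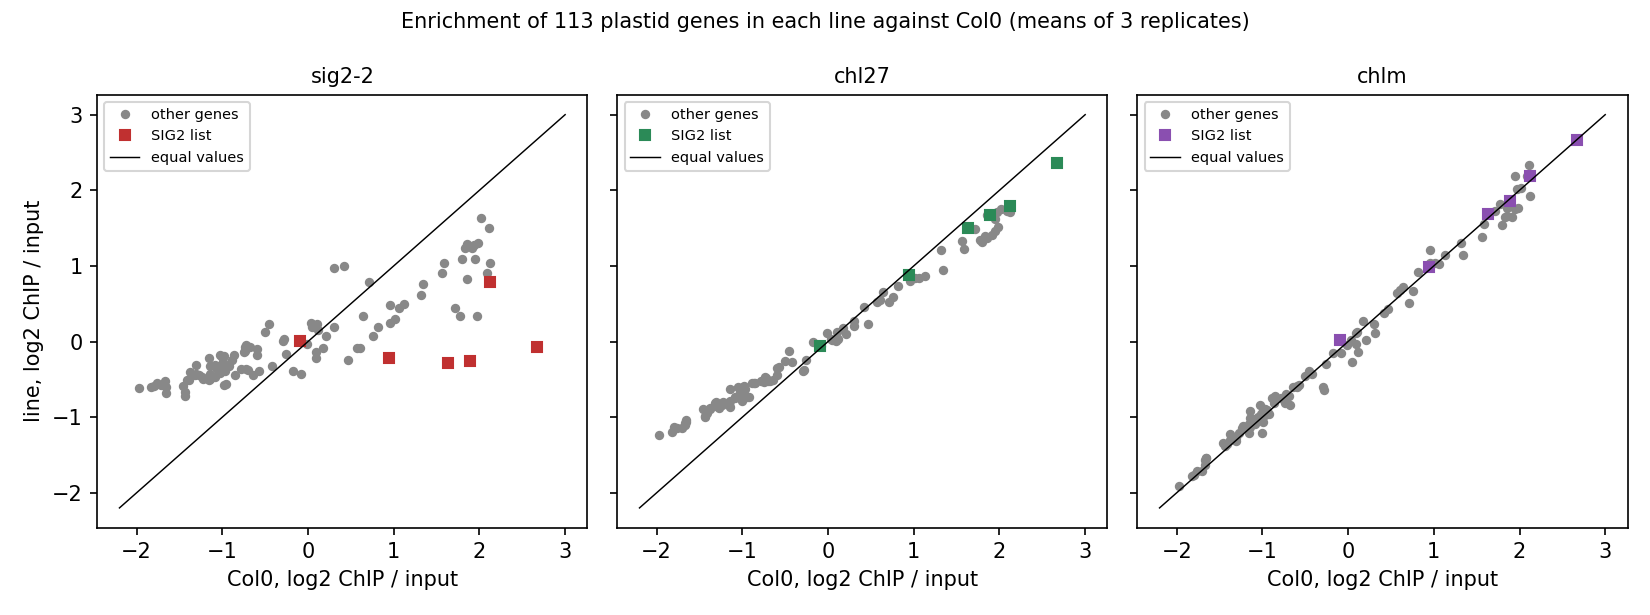
Enrichment of 113 plastid genes (log2 ChIP over input, means of 3 replicates) in sig2-2, chl27 and chlm (y axes) against Col0 (x axis), with the line of equal values. Coloured squares are the genes of the SIG2 list, of which 5, all but psaJ, are lower in sig2-2 than in Col0, while the slope over all genes is 0.39, 0.75 and 0.97 in the 3 panels.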

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

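The mixing test, the centring test and the test of other tRNA genes described here were chosen after the results were seen, as was the test of regions above both neighbours by more than their error; the tests of depth, of the inputs, of neighbouring genes and of other splits of the libraries were fixed before their results were seen. The numerical limits of the mixing and centring tests were also set after a look at the values, and the set of intergenic regions was corrected after values were seen, when a region proved to hold the mirrored copy of a gene. In the mixing test, the ChIP libraries of the reference group were mixed in silico with the mean input of that group at the single share that left the smallest summed differences, and the comparison was run again. A group whose immunoprecipitates hold more unbound DNA, or whose polymerase occupies the genome less at every site in the same proportion, would look like such a mixture. On simulated mixtures of 113 genes, shares of 40% to 100% were recovered within 1 percentage point on average.

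Enrichment differed between Day and Night for 80 genes by a direct test of the change. Of 100 drawn splits, which regrouped ChIP and input libraries separately, 4 gave as many genes. All 4 kept the real groups of the ChIP libraries and exchanged inputs, or were the real split; among the 7 drawn splits that kept the ChIP groups the lowest count was 78, and among the others the highest was 0. As 3 ChIP libraries against 3 can be divided in 10 ways only, this share rests mostly on how often the real ChIP groups were drawn. Lower depth of the Night ChIP libraries stays open. With the Day ChIP libraries thinned to the Night depth, the median over 20 draws was 80 genes, with a range of 76 to 84, but the draws took the mean coverage of a gene as its number of reads. They cover counting error at most and not a loss of molecules, because the number of reads behind a value is unknown. A change that arises in the inputs only is argued against by the ChIP libraries alone, which differed for 89 genes, 79 of them shared with the change in enrichment. A difference in DNA content carried by ChIP and input libraries alike would also appear there, so this comparison cannot judge it. Between the inputs, changes lay between −0.35 and 0.11, though some passed the threshold when fitted without the ChIP libraries. The larger share of the rRNA operon by Day, acting as 1 factor on all other genes, is argued against by centring, which left 72 genes. More unbound DNA at Night was tested by mixing Day ChIP with Day input at 65.6% ChIP. That removed 79.7% of the summed squared changes and left 41 genes, 28 higher and 13 lower, so mixing alone is not the whole pattern, although it may be the larger part of it. The genes left included trnR (ArthCt127) at −0.84, trnI (ArthCt107) at −0.76 and rrn16S at −0.72 below the mixture, and ndhH at 1.46, trnT at 1.39 and rpl32 at 1.06 above it. For these genes a response to 24 h of darkness and the lower depth at Night both stay open. For the common narrowing of the profile, a lower yield of the Night immunoprecipitation and a lower occupancy in the dark both remain open, as does a biological difference in light, since no value here measures absolute occupancy.

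The direct test of sig2-2 against Col0 gave 98 genes. Of 100 drawn splits 5 gave as many, all of them with the real ChIP groups; the 8 drawn splits with these groups gave at least 96 genes and the others at most 0. By the count of splits alone, chance in the grouping is not excluded, for the reason given for Day and Night. Depth is an unlikely source, since mean coverage of sig2-2 ChIP libraries (2091 to 2242) lies inside the range of Col0 (1885 to 2476); it was not tested by thinning. The pattern has parts that mixing separates, with 44.1% Col0 ChIP as the share that fitted best. Of the 60 genes that were higher in sig2-2, 4 stayed higher after mixing, so more unbound DNA or an evenly lower occupancy is enough for nearly all of that part. Of the SIG2 list, 5 genes stayed lower, with a median of −0.97, which mixing would not give. The other 25 tRNA genes had a median of −0.17 after mixing, although 7 of the 25 stayed lower, the lowest being trnfM at −0.86. A loss common to tRNA genes is argued against for trnE at −1.83, trnY at −1.39 and trnV (ArthCt103) at −1.22. The test cannot set apart trnD at −0.71 and trnM at −0.53, which lay within the range of the others. A loss common to short genes is argued against as well for trnE and trnY: 46 other genes under 300 bp, trnfM among them, had a median of −0.04. For the part that concerns the list, lost recruitment by SIG2 stays among the open explanations. The even part stays open between a technical and a biological origin. The shares estimated for single libraries were 46.1%, 43.4% and 41.9% in sig2-2 and 97.8% to 101.5% in Col0, so the narrowing was alike in the 3 sig2-2 replicates.

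The change in chl27 against Col0 was past the threshold for 61 genes in the direct test. As many were found in 2 of 100 drawn splits; the 13 drawn splits that kept the ChIP groups gave at least 36 genes and the others at most 5. After Col0 ChIP was mixed with Col0 input at 74.8%, 0 genes passed the threshold, with 0 at an unadjusted p under 0.05, and 93.9% of the summed squared changes were gone. More unbound DNA in the chl27 immunoprecipitates is therefore enough to leave no gene past the threshold. The share was fitted to the same data, so smaller differences that remain cannot be judged by this test. The values left ran from −0.21 in rrn23S to 0.19 in ndhH, with the 4 rRNA genes between −0.21 and −0.17. The shares of the single libraries were 90.6%, 66.1% and 68.3%, so replicate 1 stood near Col0 and replicates 2 and 3 did not, and the count was 0 without replicate 2. An evenly lower occupancy in chl27 predicts the same values and stays open.

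Coverage between genes is outside the gene comparisons. There, ChIP was above input past the threshold in 18 of 46 intergenic regions of at least 300 bp in Day leaves and in 20 of 46 in Col0 seedlings, with the inputs as controls. It was below input past the threshold in 16 regions in Day leaves and in 19 in Col0 seedlings. As for genes, the position of 0 depends on the scaling. The highest region in both was the 684 bp between trnL (ArthCt101) and trnF, positions 47491 to 48174, at 2.16 ± 0.15 (SE) by Day and 2.51 ± 0.09 in Col0. Signal spreading from the flanking genes predicts regions no higher than the higher neighbour. Of the 20 regions in Col0, 15 were at or below a neighbour and 5 were above both. For 2 of these 5 the margin was over 2 SE of the difference, so spreading from the averaged neighbours is argued against there. The share of such regions varied between groups. By Day 6 of 18 regions were above both neighbours, 5 of them by over 2 SE, and at Night 12 of 25, with 10 by over 2 SE. In sig2-2 it was 7 of 15 with 4, in chl27 4 of 21 with 1 and in chlm 4 of 22 with 3. The region between trnL (ArthCt101) and trnF was past the threshold and above both neighbours in all 6 groups. The region between psaA and ycf3 was past the threshold and above both neighbours by Day at 1.23, at Night at 0.79, in Col0 at 0.42 and in sig2-2 at 0.80, and it was not past the threshold in chl27 at 0.02 and in chlm at 0.13, with adjusted p of 0.846 and 0.130. For the 15 others in Col0 spreading and binding between genes cannot be told apart, because fragments span both. A candidate explanation for regions above both neighbours is polymerase at promoters or transcribed leaders upstream of genes; strand and promoter positions were not analysed here.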

How the results depend on the processing

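Of 29 values that answer a comparison, 6 were unchanged under each alternative. The others moved as follows. All choices compared here were made before the data were examined. The cause was not tested unless it is named.

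With genes of at least 300 bp, 62 genes were tested in place of 113, and counts fell for that reason to 58 for Day, 59 for Night, 57 for Col0, 54 for sig2-2, 55 for chl27 and 58 for chlm in ChIP against input, to 52 for Night against Day and to 55 for sig2-2 against Col0; for chlm against Col0 the count rose from 0 to 3. With 155 bins of 1 kb in place of 113 genes, the counts were 121 for Night against Day, 148 for sig2-2, 103 for chl27 and 1 for chlm against Col0. Whether the larger number of features accounts for these counts was not tested. Keeping the upper 75% of genes by mean signal left 84 genes and gave 53 for Night against Day and 37 for chl27 against Col0. Fits limited to the groups compared, which use the spread of the inputs alone, gave 15 genes for the leaf inputs and 16, 4 and 11 for the inputs of sig2-2, chl27 and chlm against Col0, in place of 0. For chlm against Col0 the count was 1 when libraries were centred on the median gene and 3 with the total outside the repeats and the rRNA operon.

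Leaving out each replicate number in turn gave from 0 to 71 genes for chl27 against Col0, 0 without replicate 2 and 34 without replicate 3. For the other comparisons of genes these fits stayed within 1.5 times the count. Correlations ran from 0.817 to 0.886 for the changes of sig2-2 and chl27, and for profiles from 0.905 to 0.913 (Day and Night), 0.973 to 0.977 (Day and Col0), 0.993 to 0.995 (Col0 and chl27), 0.993 to 0.996 (Col0 and chlm) and 0.838 to 0.844 (Col0 and sig2-2). With genes of at least 300 bp outside the repeats the profile correlations were 0.875, 0.965, 0.989, 0.991 and 0.775 in the same order, and with 1 kb bins 0.916 for Day and Night and 0.909 for Col0 and sig2-2. The difference of the list medians was 2.74 by Day and 0.64 in sig2-2 with members of at least 300 bp outside the repeats, and with means in place of medians 1.26 in Col0 and 0.58 in sig2-2. The SIG2 list in sig2-2 had medians from −1.97 to −1.54 under the scalings, the pseudocounts, gene spans extended by 100 bp and the fits without a replicate.

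The scalings reversed the sign of small changes, since they move the 0 of all genes. Centred on the median gene, the values for Night against Day were −0.18 for psaJ, −0.21 for rbcL, −0.46 for trnE (adjusted p 0.0498), −0.27 for trnM and −0.35 for trnV (ArthCt103); for sig2-2 −0.019 for psaA and −0.24 for psaJ; for chl27 −0.12 for psaJ and −0.13 for rbcL; for chlm 0.026 for rbcL, 0.059 for trnE and 0.027 for trnY. With the total outside the repeats they were −0.066 for psaJ, −0.10 for rbcL, −0.35 for trnE, −0.16 for trnM and −0.24 for trnV (ArthCt103) at Night; −0.067 for psaJ and −0.071 for rbcL in chl27; and −0.0057 for rpoB, −0.0086 for trnD and −0.0028 for trnV (ArthCt103) in chlm.

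Signs also reversed in fits without a replicate, with ranges over these fits of −0.35 to 0.018 for psaA and −0.0028 to 0.19 for trnE at Night; −0.21 to 0.057 for psaA, −0.0028 to 0.071 for psaJ and −0.011 to 0.059 for rbcL in chl27; and in chlm −0.057 to 0.26 for psaJ, −0.059 to 0.0095 for rbcL, −0.066 to 0.23 for rpoB, −0.023 to 0.092 for trnD, −0.046 to 0.058 for trnE, −0.040 to 0.13 for trnM and −0.095 to 0.051 for trnY. Of the 94 values of named genes, 58 kept direction and call under each alternative. Apart from the reversals, 36 single values crossed the threshold: 19 became weaker and 2 stronger with a replicate left out, and 4 weaker and 11 stronger under other settings.

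The replicate numbers were not taken to pair ChIP and input libraries: the correlation of their deviations from the group means ran from −0.10 to 0.62 over 18 pairs and was over 0.1 in 12. It was over 0.1 in every pair of Day leaves (0.28 to 0.62) and of sig2-2 (0.11 to 0.62), but not in every pair of any other group. Pairing within a group therefore stays open. The block below shares the replicate number across all groups and does not test it. With the replicate number as a block, the counts were 105, 101, 104, 94, 101 and 104 for ChIP against input (Day, Night, Col0, sig2-2, chl27, chlm), 80 for Night against Day, 100, 68 and 0 for sig2-2, chl27 and chlm against Col0, and 0 for each comparison of inputs; all 61 genes called for chl27 were among the 68. Differences of group means cannot move under the block, because each group holds each replicate number. DESeq2, TMM scaling and filterByExpr were planned for counts and were not run, because the values are coverage.

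In data simulated from the fitted spread of each table, 45.5% of genes changed by 0.5 were recovered in the leaf layout, against 92.0% in the seedling layout, so a leaf change of this size can go undetected.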

Other observations

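The tests in this part were chosen after the results were seen, except the counts of other splits of the libraries. After mixing Col0 ChIP with input, rbcL and psbN were the genes furthest above the mixture in sig2-2, at 0.80 and 0.83 (adjusted p of 4.05e-08 and 3.33e-08 from limma). psbN was picked by this distance, so the smaller value of the pair, 0.80, decides nothing for psbN about unbound DNA. rbcL was on the list fixed in advance, and it stayed above the mixture past the threshold under 3 scalings and in 3 fits that each left out one replicate, by 0.76 to 0.84, which argues against unbound DNA alone for rbcL. These alternatives were added after the data were seen, and other sources were not tested. In the libraries themselves psbN went from 0.31 ± 0.01 (log2 ChIP over input, SD, n = 3) in Col0 to 0.97 ± 0.21 in sig2-2, higher in 3 of 3 replicates, and rbcL from 0.42 ± 0.11 to 1.00 ± 0.13. Without mixing, the rise of rbcL was not past the threshold when libraries were centred on the median gene, where it was 0.25.

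Outside the fixed list, the tRNA genes furthest below the mixture in sig2-2 were trnfM at −0.86, trnS (ArthCt117) at −0.71 and trnG (ArthCt092) at −0.56. trnfM went from 1.97 ± 0.09 (SD, n = 3) in Col0 to 0.34 ± 0.03 in sig2-2 and was at 1.71 ± 0.17 in chl27 and 2.02 ± 0.03 in chlm. These genes were picked by their values, and no explanation was tested for them.

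A direct comparison of the change in sig2-2 with the mean change of chl27 and chlm gave −2.59 for trnE, −2.02 for trnY, −1.87 for trnV (ArthCt103), −1.21 for trnM and −1.15 for trnD, with adjusted p of 1.27e-13 or less, and 0.02 for psaJ with an adjusted p of 0.842. The fall of 5 genes of the list was thus larger in sig2-2 than in the lines affected in chlorophyll synthesis. These values were taken without mixing, and in the same comparison 102 of 113 genes passed the threshold, 39 of them lower. The narrower profile of sig2-2 would also lower genes that were high in Col0. The comparison alone therefore does not set the list apart from other genes.

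Whether a gene changed sides relative to input depended on the scaling. Past the threshold in each group and in the change, enrichment had opposite signs by Day and at Night for 4 genes (ndhC, rpl20, rpl32 and ndhH). Recounts with the other scalings, added after the data were seen, gave 4 genes when centred and 5 with the total outside the repeats, and ndhH was the only gene found under each scaling. In sig2-2 against Col0 the counts were 5, 6 and 2, with no gene found under each scaling. They were 0 in chl27 and 0 in chlm under each scaling.

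Other splits of the libraries were counted for the remaining comparisons as well. For ChIP against input, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes in each of the 6 plant groups, and the highest count among the other splits was 0; with 10 splits the share cannot fall under 0.1. For the 4 comparisons of inputs, where 0 genes passed the threshold, 10 of 10 splits gave as many, and for chlm against Col0, with 0 genes, 100 of 100 drawn splits did. Any split gives at least as many genes as an observed count of 0, so these shares decide nothing about the grouping.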
